A study of Mus musculus with 4 samples.

How the data were processed

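DDX3X-bound RNA was measured by CLIP-seq, in which cells are irradiated with ultraviolet light to crosslink RNA to protein, the protein is immunoprecipitated and the attached RNA is sequenced. The cells were mouse embryonic fibroblasts, fibroblasts cultured from mouse embryos. Cells were exposed to the vehicle DMSO or to thapsigargin, an inhibitor of the calcium pump of the endoplasmic reticulum (ER), at 400 nM for 1 h. DDX3X is an RNA helicase of the DEAD-box family. Each of the 2 groups had 2 libraries, and samples were assigned to groups from their titles. No input, mock-precipitated or total-RNA library was used here, so a CLIP count was not divided by the abundance of its RNA.

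The authors deposited raw counts per transcript and a second table of TPM (transcript abundance corrected for length and library size), per the file headers. Both tables list the same 59988 transcripts under identifiers of the UCSC known-gene form, and replicates were not pooled. The aligner, counting tool, genome build, annotation release, treatment of reads with several matches and removal of duplicate reads are not stated in the labels' protocols or the file headers. The deposited count values were whole numbers, and the deposited TPM columns had equal sums. Dividing counts by TPM gave a ratio that was proportional between libraries for every transcript. Scaling this ratio to whole numbers recovered a length for each of the 49277 transcripts with at least 1 count, from 20 to 101674 nt, and recomputing TPM from counts and these lengths returned the deposited values to within floating-point error. All columns of both tables were matched to samples, with 0 columns left over.

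The deposited tables carry no gene names, and 0 entries of the available RefSeq gene table held an identifier of this form. Transcripts are therefore reported by identifier, with at most 2 that rose and 2 that fell, and no coordinates or annotations are given. The planned analyses that need gene symbols (an ER stress panel of 25 genes, the sets of ribosomal protein, initiation factor, mitochondrial and histone genes, DDX3X's own gene, and a correction for GC content) were not run for this reason.

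Counts were tested with edgeR 4.0.16 in R 4.3.3. Transcripts were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM, and thapsigargin was compared with DMSO by the quasi-likelihood F test with robust dispersion moderation. P-values were adjusted by the Benjamini-Hochberg method over the 29059 transcripts tested, and a transcript with an adjusted p under 0.05 was called. Standard errors of log2 fold changes were derived from the coefficient and its F statistic. Shares of counts were compared by a two-sided exact permutation test over the 6 assignments of the 4 libraries, which cannot give a p-value below 0.333. Normalised values are counts scaled to library size (CPM) after TMM scaling, and correlations used log2 CPM with a prior count of 2. The rule for named transcripts, set before the data were examined, took the smallest p-values in each direction among called transcripts whose thapsigargin values both lay above or both below the DMSO values, and the transcripts with the highest mean CPM; it was narrowed to 2 per direction and the single most abundant transcript because no names were available.

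The replicate numbers come from the sample titles, which do not say whether the same number marks a shared culture or preparation date. The fit was therefore made without a block, and the replicate number as a block was an alternative. Other alternatives set before the data were examined were RLE scaling, library-size scaling, no count filter, a mean of at least 50 counts, DESeq2 1.42.0, limma-voom and limma 3.58.1 with trend on log2(TPM + 0.5), exclusion of the 10 most abundant transcripts, and leaving out each library. Alternatives chosen after seeing the data were keeping 1 transcript of each set with identical counts (or also of neighbouring rows within 10% of each other in all 4 libraries), leaving out only the most abundant transcript (under TMM and under library-size scaling), and a lowess offset on log2 length per library with a span of 0.3.

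The test was checked on simulated counts drawn from the means, dispersions and sizes of the 4 libraries, with 200 of 29059 transcripts changed by 1 or 2 on the log2 scale. Without a block, 64.5% of the changed transcripts were recovered, or 81.8% of the 132 with a mean of at least 50 counts, with 3 false calls. With a block, 66% were recovered with 5 false calls. Simulated data with no change gave 0 calls in both fits, and 4.9% and 4.75% of transcripts had an unadjusted p under 0.05. The simulation drew transcripts independently, whereas many deposited transcripts repeat each other's counts. It drew counts from the type of distribution that edgeR assumes and gave the replicate number no effect. Few false calls were therefore nearly built in, and the simulation does not show the error rate of either fit on the real counts.

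Total counts ran from 2405801 to 10463359 per library. A floor of 3 counts corresponded to 0.287 to 1.25 CPM. Wilson 95% intervals on shares of counts cover counting error only, because CLIP reads pass through PCR and transcripts repeat each other's counts.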

Results

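To ask how the RNAs bound by DDX3X differ between resting and acutely stressed cells, CLIP-seq counts from mouse embryonic fibroblasts treated with thapsigargin (400 nM, 1 h) were compared with those from cells given DMSO. Thapsigargin empties the calcium store of the ER and so induces ER stress. The DMSO libraries held 10088691 counts in replicate 1 and 2405801 in replicate 2. The thapsigargin libraries held 10463359 and 3902900 counts. The replicate 2 libraries were thus the shallower ones in both groups, and replicate number and depth could not be separated. Of 59988 transcripts in the table, 49277 had at least 1 count and 29059 passed the filter on low counts. The median count of a tested transcript was 143 and 32 in the DMSO libraries and 153 and 56 in the thapsigargin libraries.

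Many transcripts repeated the counts of others. Of 24561 transcripts with at least 100 counts in total, 2917 (11.9%) shared all 4 counts with at least 1 other transcript. Among transcripts with a mean of at least 50 counts, 25.2% of neighbouring rows differed by no more than 10% in all 4 libraries, against 0.0498% after the rows were shuffled. Neighbouring transcripts thus repeated each other's counts, and where the same reads were counted for several transcripts a library total exceeds its number of reads.

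Libraries of the same group were compared first. Pearson's r of log2 CPM across the tested transcripts was 0.946 between the DMSO replicates and 0.967 between the thapsigargin replicates. Across groups it was 0.960 between the replicate 1 libraries, 0.943 and 0.923 between libraries of unlike number, and 0.913 between the replicate 2 libraries. These coefficients are taken across transcripts, which are not independent replicates. The r of 0.960 between the deeper libraries of different groups was above that between the DMSO replicates, so r did not rank pairs by group alone. Whether depth was the reason was not tested. A chi-square statistic per degree of freedom, computed over transcripts with at least 20 counts in the pair, was 4.59 between the DMSO replicates and 2.98 between the thapsigargin replicates, and ranged from 10.6 to 17.9 between groups. This statistic covers counting error only and treats amplified reads as independent molecules. It kept the most abundant transcript, which held 12.5% and 18.0% of counts in the DMSO libraries and 9.08% and 8.69% in the thapsigargin libraries. The part of this transcript in these values was not separated. Counts of replicates were not identical, and the replicates were kept as separate samples. The common dispersion in edgeR's fit was 0.0155, a biological coefficient of variation of 12.5%.

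A single transcript, uc012ath.2, took a large part of every library. Its length recovered from the deposited values was 5818 nt. It held 12.5% of all counts in DMSO replicate 1 (Wilson 95% interval 12.5 to 12.6) and 18.0% in DMSO replicate 2 (18.0 to 18.1). The thapsigargin libraries gave it 9.08% (9.06 to 9.10) and 8.69% (8.66 to 8.72). The mean share was 15.3% ± 3.88 (SD, n = 2) with DMSO and 8.89% ± 0.277 (SD, n = 2) with thapsigargin. The difference had a two-sided exact permutation p of 0.333, the smallest that 2 against 2 libraries allow. The normalised level was 159632 CPM ± 49561 (SD, n = 2) with DMSO and 86687 ± 1771 (SD, n = 2) with thapsigargin. The log2 fold change was -0.88 (SE 0.20) with an adjusted p of 0.0623 in edgeR's quasi-likelihood test, which did not pass the threshold. With the replicate block the log2 fold change was -0.85 and the adjusted p 2.12e-41, which did pass. Over 12 other settings, the block included, its adjusted p ran from 2.12e-41 to 0.443 and passed in 7, so its call depended on the setting. The change was -0.50 between the replicate 1 libraries and -1.19 between the replicate 2 libraries. The p-values with the block rested on the dispersion shared over transcripts, so they do not measure this difference between the pairs. The 9 next most abundant transcripts together held 1.25% ± 0.0711 (SD, n = 2) of counts with DMSO and 1.33% ± 0.0525 (SD, n = 2) with thapsigargin (exact permutation p = 0.667). The 10 most abundant together held 16.5% ± 3.81 and 10.2% ± 0.329 (SD, n = 2 each; exact permutation p = 0.333).

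Thapsigargin was then compared with DMSO across all tested transcripts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2153 transcripts had an adjusted p under 0.05, of which 1086 were higher and 1067 lower with thapsigargin. An unadjusted p under 0.05 was reached by 6221 transcripts, against 1453 expected by chance. The median log2 fold change of the transcripts called higher was 0.84, and 385 of them exceeded 1. The median of those called lower was -0.72, and 185 of them were below -1. The 1086 and 1067 transcripts correspond to 1043 and 1005 distinct sets of 4 counts, and merging neighbouring rows with counts within 10% of each other left 1677 groups, so the calls are not 2153 independent genes. The thapsigargin and DMSO values did not overlap for any of the 2153 calls. Over all tested transcripts the groups did not overlap for 51.2%, where chance gives 33.3%. The setting that moved the count most was the deposited TPM values in limma, with 688 calls, 256 higher and 432 lower. Of the 2153 calls, 606 were also made on TPM. On the TPM scale the median of all tested transcripts moved by -0.15, and 37.2% of calls were higher, against 50.4% with TMM. Scaling by library size alone gave 2283 calls, of which 1535 (67.2%) were higher and 748 lower, with the median of all transcripts at 0.07. The balance of higher and lower calls therefore depended on the scaling. None of the 2153 calls changed direction in any of the other settings in which it was tested. The weakest calls had log2 fold changes of 0.37 and -0.35, and scaling moved the median only to 0.07 or -0.15. A change of scaling could therefore hardly have reversed a call.

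The replicate numbers of the labels were examined as a possible pairing. The differences between replicates 1 and 2 correlated between the groups with r = 0.0844 across the 29059 tested transcripts, 0.124 across the 20082 with a mean of at least 50 counts and 0.334 across the 2564 with a mean of at least 500. With the replicate number as a block, edgeR's quasi-likelihood test called 3607 transcripts, 1774 higher and 1833 lower, against 2153 without the block. All 2153 were among the 3607. The block left 1 residual degree of freedom, and its p-values rested on the dispersion shared over transcripts. Within each pair, the log2 ratios of thapsigargin to DMSO were obtained from separate libraries. They correlated with r = 0.400 (Spearman's rho = 0.421) across all tested transcripts and with r = 0.858 (rho = 0.809) across those with a mean of at least 500 counts.

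**Figure D1:**
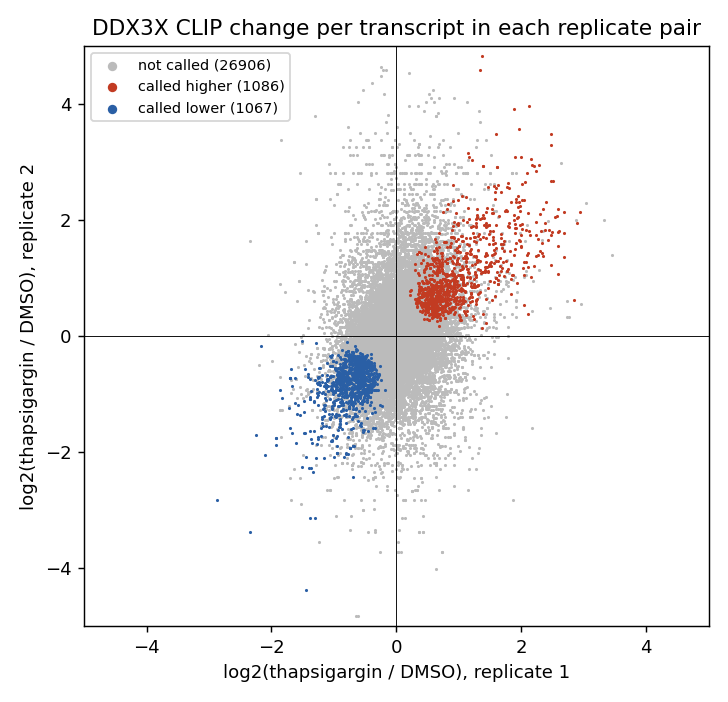
Each point is a tested transcript, with the log2 ratio of thapsigargin to DMSO in the replicate 1 libraries on the x axis and in the replicate 2 libraries on the y axis; red marks the 1086 transcripts called higher, blue the 1067 called lower and grey the 26906 not called. Called transcripts lie in the upper right and lower left quadrants, and the spread is wider along the y axis, where the shallower libraries are compared.

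The transcripts with the smallest p-values in each direction are given by identifier. Transcript uc007pri.2 (794 nt) rose from 122 CPM ± 16.8 (SD, n = 2) with DMSO to 443 CPM ± 4.04 (SD, n = 2) with thapsigargin. Its log2 fold change was 1.88 (SE 0.13; adjusted p = 3.87e-10 in edgeR's quasi-likelihood test), and 1.88 with the replicate block. Transcript uc007pra.2 (431 nt) rose from 26.97 CPM ± 8.19 to 131 CPM ± 8.93 (SD, n = 2 each), a log2 fold change of 2.39 (SE 0.17; edgeR adjusted p = 3.87e-10), and 2.37 with the replicate block. Transcript uc007jsd.2 (2722 nt) was lower with thapsigargin, at 28.9 CPM ± 1.56 against 96.7 CPM ± 16.2 with DMSO (SD, n = 2 each). Its log2 fold change was -1.73 (SE 0.16; edgeR adjusted p = 1.53e-08), and -1.71 with the replicate block. Transcript uc007vmy.2 (2916 nt) was at 241 CPM ± 42.2 with thapsigargin and 590 CPM ± 4.54 with DMSO (SD, n = 2 each), a log2 fold change of -1.30 (SE 0.13; edgeR adjusted p = 6.02e-08), and -1.31 with the replicate block. All 4 kept their direction and an adjusted p of at most 0.00994 in each of 15 other settings. These differences exceed the spread between replicates in both groups, which the rule that chose the transcripts nearly ensured. The other settings used the same 4 libraries, so they are not independent support.

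**Figure D2:**
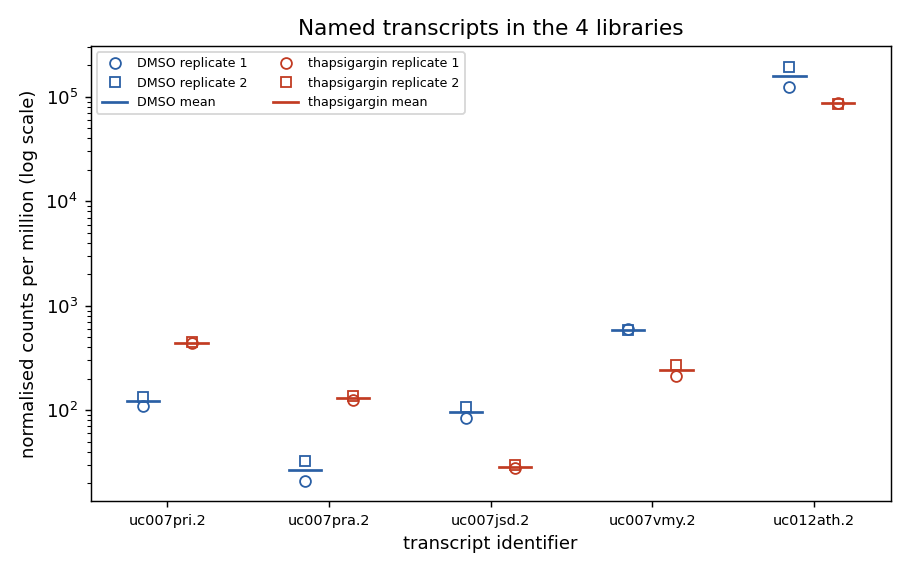
Normalised CPM (log axis) of the 5 named transcripts, with circles for replicate 1, squares for replicate 2 and bars for group means (blue, DMSO; red, thapsigargin). The groups do not overlap for any of the 5, but the DMSO replicates of uc012ath.2 lie apart, at 124587 and 194677 CPM.

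The called transcripts differed in length, a comparison made after the data were examined. The median length was 1880 nt for transcripts called higher (quartiles 949 and 2890), 3082 nt for those called lower (1998 and 4821) and 2781 nt for tested transcripts not called. Log2 fold change correlated with length across transcripts at rho = -0.13, and at -0.12 and -0.10 in the replicate 1 and replicate 2 pairs. Between replicates of one group the correlation was -0.03 for both DMSO and thapsigargin. The percentage called higher fell from each length class to the next, and the class medians were most extreme at the ends of the range. In the classes starting at 500, 1000 and 2000 nt, 7.40%, 4.38% and 2.79% were called higher. In the same classes, 4.19%, 2.49% and 3.54% were called lower. Of 233 tested transcripts under 200 nt, 94 (40.3%) were called higher and 3 lower, with a median log2 fold change of 1.34. DESeq2 called 39 (16.7%) of them higher and 1 lower, with any transcript it gave no adjusted p counted as not called. Of 532 transcripts from 200 nt to under 500 nt, 53 (9.96%) were called higher and 21 lower, with a median of 0.03. Of 4266 transcripts of at least 5000 nt, 75 (1.76%) were called higher and 249 (5.84%) lower, with a median of -0.11. With a smooth length offset, 46 transcripts under 200 nt were called higher and 17 lower, with a median of 0.58.

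Transcripts under 200 nt held 0.227% ± 0.0238 (SD, n = 2) of all counts with DMSO and 0.554% ± 0.106 (SD, n = 2) with thapsigargin. The 4 shares were 0.210% (Wilson 95% interval 0.207 to 0.213) and 0.244% (0.238 to 0.250) in the DMSO libraries, and 0.479% (0.475 to 0.483) and 0.629% (0.621 to 0.636) in the thapsigargin libraries. The groups did not overlap, and the two-sided exact permutation p was 0.333, the smallest possible. In the replicate 1 and replicate 2 pairs the median log2 ratio of this class was 1.26 and 1.22. Between replicates it was 0.07 for DMSO and 0.20 for thapsigargin.

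**Figure D3:**
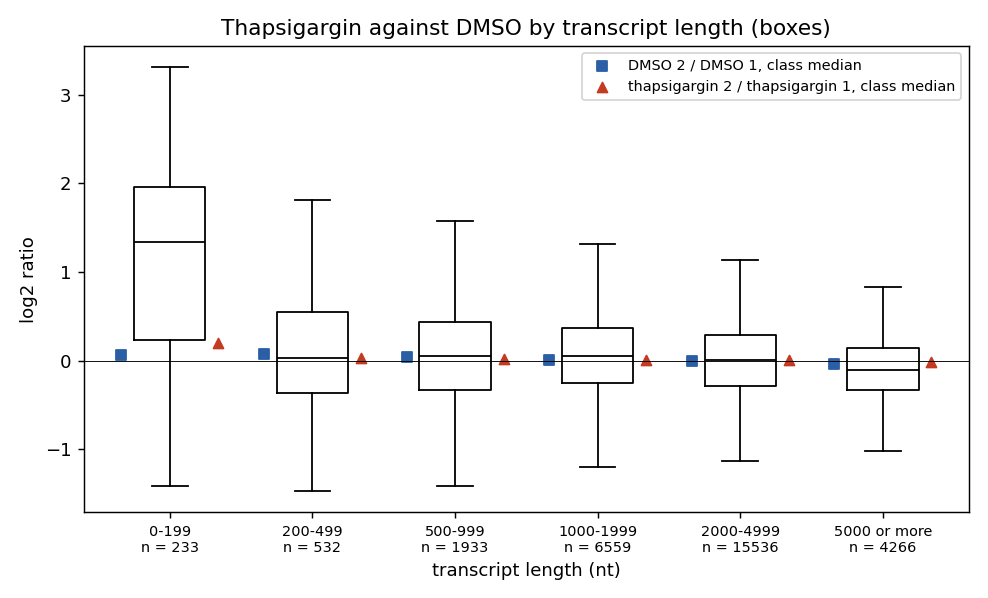
Log2 fold change of thapsigargin over DMSO in 6 classes of transcript length (nt); boxes give the median and quartiles over transcripts and whiskers the most extreme values within 1.5 interquartile ranges, while squares and triangles give the class medians between DMSO replicates and between thapsigargin replicates. The class under 200 nt has a median of 1.34, the other classes lie between -0.11 and 0.06, and the medians between replicates stay between -0.03 and 0.20.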

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

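The count of 2153 calls kept within 1.5 times of its value under RLE scaling, library-size scaling, no count filter, a mean of at least 50 counts, exclusion of the most abundant or the 10 most abundant transcripts, identical counts kept once, neighbouring near-identical counts kept once, library-size scaling without the most abundant transcript, and a length offset without a block. It changed by more under 5 settings. The replicate block gave 3607 calls (1774 higher, 1833 lower), and the length offset with the replicate block gave 3498 (1662 higher, 1836 lower). Limma-voom gave 3255 calls, of which 1651 were lower. DESeq2 gave 1088 (550 higher, 538 lower), and limma on the authors' TPM gave 688 (256 higher, 432 lower). Of the 2153 calls, 1079 were shared with DESeq2 and 2144 with limma-voom. Any transcript to which DESeq2 gave no adjusted p was counted as not called. The cause of the differences between settings was not tested. Leaving out a library left a group with 1 sample, so no calls were counted in those fits.

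The percentage of calls that were higher, 50.4, moved to 67.2 under library-size scaling and to 37.2 on TPM, and stayed between 45.2 and 54.6 in the other settings. Without a count filter, the correlation of log2 fold change with length weakened from -0.13 to -0.061. It ranged from -0.139 to -0.098 across the 4 fits that each left out a library. The correlation of log2 fold changes between the replicate pairs rose from 0.400 to 0.586 among transcripts with a mean of at least 50 counts; the cause was not tested.

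The median log2 fold change of transcripts under 200 nt, 1.34, was 1.11 without a count filter and 1.60 with a mean of at least 50 counts. It was 0.58 with the length offset and 0.56 with the length offset and the replicate block, where the offset itself is fitted to this trend. The calls in this class, 94 higher and 3 lower of 233, became 39 and 1 with DESeq2, 89 and 9 on TPM, 106 and 10 with the replicate block, 46 and 17 with the length offset, and 56 and 24 with the length offset and the block. The median ranged from 1.24 to 1.47 across the 4 fits that each left out a library. Between DMSO and thapsigargin, the share of counts of the 10 most abundant transcripts dropped by 6.32 percentage points in counts and dropped by 3.28 on TPM. The share of the most abundant transcript dropped by 6.40 in counts and dropped by 3.20 on TPM. Among the results for named transcripts, 80 were of the same direction and side of the threshold or within 1 SD pooled over the 2 groups, 7 passed the threshold where the reported fit did not, all for uc012ath.2, and 5 moved by more than that SD when a library was left out. All 5 moved by less than the SD of the group that lost the library. With 2 libraries per group this follows nearly by construction, so it does not show that these values are stable. None of the results for named transcripts reversed.

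The gene-symbol analyses and the GC correction were not run, for the reason given with the processing. The exclusion of mitochondrial transcripts together with the 10 most abundant was run for the latter only. Smaller effects were missed more often: on simulated data with these library sizes and 2 libraries per group, 44% of transcripts changed by 1 on the log2 scale were called, and 85% of those changed by 2. Depth and the number of libraries were not varied in the simulation.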

Other observations

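All patterns below were noticed in the data first. The tests on the splits of the libraries, on identical or near-identical counts kept once, on the calls without the most abundant transcript, on differences between replicates by length, on the class from 200 nt to under 500 nt, on share against depth and on runs standardised by size were chosen only after their results, or for the last one the result of a first shuffle test, had been seen; the other tests were stated before, but what the scaling test and the first shuffle test can settle was restated after their results.

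The 4 libraries can be divided into 2 against 2 in 3 ways. The division by treatment gave 2153 calls, and the other divisions, replicate 1 against replicate 2 and the crossed one, gave 0 calls each, with 518 and 120 transcripts at an unadjusted p under 0.05. Thus 1 of the 3 splits gave as many calls, and with 3 splits the share cannot fall under 0.05; the treatment difference also sits inside the groups of the other splits and widens their spread. Thinning every library to the 2392204 counts that the smallest held over tested transcripts left 1740 calls, 1484 of them shared with the 2153 and all of these in the same direction. Most of the calls thus remained at equal depth. Each group held a deeper and a shallower library, so unequal depth could hardly have separated the groups, and this test had little to exclude. Keeping identical counts once gave 2175 calls. When neighbouring rows with counts within 10% of each other were also kept once, 1695 of 22464 transcripts were called, against 2153 of 29059. Reads shared in part between transcripts remain in these counts, so repeated counting was not excluded. Leaving out the most abundant transcript gave 2147 calls, but TMM trims such a transcript, so this could hardly have moved the count. Whether the change lies in DDX3X binding or in the abundance of the RNAs was not tested, since no matching total-RNA library was used here.

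The gain of very short transcripts was the most marked pattern. Their median of 1.34 corresponds to a 2.54-fold rise. Of 10000 random lists of the same size matched on mean expression, 0 had a median as high, and the highest had 0.18. The lists vary the transcripts and not the libraries. A difference between the preparations that acts on short transcripts would therefore give the same result. The rise was largest under 100 nt. Of 67 tested transcripts under 75 nt, 31 were called higher and 0 lower, and of 85 from 75 nt to under 100 nt, 52 were called higher and 0 lower, with medians of 1.504 and 1.83. From 100 nt to under 150 nt, 8 of 44 were called higher (median 0.44), and from 150 nt to under 200 nt, 3 of 37 (median -0.0098). Several technical explanations were examined. Replicates of one group differed in this class by at most 0.204 in the median. The neighbouring class, from 200 nt to under 500 nt, had a median of 0.0325, but the medians also differed by length within the class, being highest from 75 nt to under 100 nt and near 0 from 150 nt, so an effect of length itself was not excluded. A smooth length offset reduced the class median to 0.58 and its calls to 46 higher and 17 lower. Keeping identical and near-identical counts once removed 1 of the 233 transcripts (median 1.339), so it does not bear on reads shared in part with other transcripts. Among the 88 transcripts with a mean of at least 50 counts the median was 1.594. The lowest median under 3 other scalings was 1.26, on TPM, but scaling moves nearly all transcripts alike and so does not bear on a cause that acts on short transcripts. An effect of length, shared reads and a difference in fragment selection between the preparations remain. For the last, within the class log2 fold change fell with length at rho = -0.321, which is the direction that such a difference would give, and the files hold no fragment lengths. A candidate explanation is that DDX3X is crosslinked to more small RNAs during early ER stress, but the pattern cannot be told apart from an effect of length, from reads shared with other transcripts or from a difference in size selection between the thapsigargin and DMSO preparations. The sizes of the inserts and a size-matched control would separate them. The class cannot be assigned to a type of RNA from length alone.

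The broader trend, in which long transcripts lost counts relative to short ones, was a separate pattern. The correlation of log2 fold change with length was -0.126 among transcripts of at least 1000 nt, so it did not rest on the small RNAs, and -0.127 with identical and near-identical counts kept once. The strongest correlation between replicates of a group was -0.034, below those in both treatment pairs. With a length offset, 1818 of the 2153 calls remained, so the trend as fitted by this offset did not account for most of the calls. The offset did not remove all dependence on length, since the class under 200 nt kept a median of 0.58. These values are consistent with a treatment-associated shift, but with 2 libraries per group a difference in RNA fragmentation between the groups of preparations could give the same trend.

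Transcripts called higher appeared to collect in a run of neighbouring identifiers, those starting with uc007p, which includes both named transcripts that rose. With identical counts kept once, 37 of its 294 transcripts (12.6%) were called higher and 8 lower, against 3.87% higher over all transcripts. Under 1000 nt, 28 of 69 were called higher in the run and 256 of 2542 outside it (40.6% and 10.1%). Whether this concentration goes beyond transcript length was examined with 2 shuffle tests. When calls were shuffled 10000 times within 6 length classes, the richest of 99 runs was as rich with a permutation p of 0.0752, but runs as small as 50 transcripts set that bar, so this first test does not settle it. A second test was added after that result: with identical and near-identical counts kept once, and each run measured by its excess over the shuffles in standard deviations, the same run had 35 higher calls where length gave 11.4, and its permutation p was 0.0001. Short length, as divided into these classes, therefore did not account for the uc007p run. Its excess was 7.31 standard deviations. The next largest was 3.79, in the run uc008q (permutation p = 0.0405), so uc007p was not the only run in excess. These p-values are too small to the extent that transcripts of one gene were called together, since the shuffles treat them as independent. Of the transcripts called higher in the uc007p run, 97.4% had counts of their own. This leaves open that related transcripts share part of their reads, since the handling of reads with several matches is not stated. The identity of the uc007p run would be settled by a table that pairs these identifiers with gene names.

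The share of the most abundant transcript, 18.0% in the shallowest library and 12.5% in the other DMSO library, did not rank with depth. Over the 4 libraries the rank correlation of share and total was -0.4, too few values for a test. Its lower share with thapsigargin leaves more of each library to other transcripts. Library-size scaling put 67.2% of calls on the higher side with this transcript included and 45.2% with it left out, whereas TMM scaling gave 50.4% in both cases.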
